# Upregulation of miR181a/miR212 Improves Myogenic Commitment in Murine Fusion-Negative Rhabdomyosarcoma

**DOI:** 10.3389/fphys.2021.701354

**Published:** 2021-08-06

**Authors:** Enrico Pozzo, Nefele Giarratana, Gabriele Sassi, Merve Elmastas, Theo Killian, Chao-chi Wang, Vittoria Marini, Flavio Ronzoni, Jason Yustein, Anne Uyttebroeck, Maurilio Sampaolesi

**Keywords:** rhabdomyosarcoma, skeletal muscle, murine model, pediatric cancer, microRNA, promyogenic signaling, promyogenic cocktail

## Abstract

Fusion-negative rhabdomyosarcoma (FN-RMS) is the most common soft tissue sarcoma of childhood arising from undifferentiated skeletal muscle cells from uncertain origin. Currently used therapies are poorly tumor-specific and fail to tackle the molecular machinery underlying the tumorigenicity and uncontrolled proliferation of FN-RMS. We and other groups recently found that microRNAs (miRNA) network contributes to myogenic epigenetic memory and can influence pluripotent stem cell commitments. Here, we used the previously identified promyogenic miRNAs and tailored it to the murine FN-RMS. Subsequently, we addressed the effects of miRNAs *in vivo* by performing syngeneic transplant of pre-treated FN-RMS cell line in C57Bl/6 mice. miRNA pre-treatment affects murine FN-RMS cell proliferation *in vivo* as showed by bioluminescence imaging analysis, resulting in better muscle performances as highlighted by treadmill exhaustion tests. In conclusion, in our study we identified a novel miRNA combination tackling the anti-myogenic features of FN-RMS by reducing proliferation and described novel antitumorigenic therapeutic targets that can be further explored for future pre-clinical applications.

## Introduction

Rhabdomyosarcoma (RMS) is the most common soft tissue sarcoma occurring in the pediatric population, accounting for ∼5% of all pediatric malignancies, and the overall event-free survival is less than 20% in patients with metastatic disease (Chen et al., 2019). RMS can be classified into two subtypes based on the histopathologic characteristics of the tumor, i.e., embryonal RMS (ERMS) and alveolar RMS (ARMS). Approximately 80% of ARMS present the chimeric proteins encoded from the fusion of PAX3 or PAX7 with FOXO1, while 20% are similar to ERMS in terms of clinical outcome (Skapek et al., 2019). ERMS, on the other hand, presents a number of causative mutations including *p53*, *Ras*, *Rb1*, and *Pten* (Rubin et al., 2011; Seki et al., 2015). It is now accepted that the fusion status better reflects the prognosis and tumor evolution with respect to tumor histology, thus fusion-positive (FP-RMS) and fusion-negative (FN-RMS) have replaced the current classification in order to identify the two RMS subtypes (Hibbitts et al., 2019; Rudzinski et al., 2021).

Given the expression of myogenic markers, it is hypothesized that RMS arises from myoblasts being restrained from fusion with syncytial muscle, thus leading to an invasive neoplastic phenotype (Kashi et al., 2015). Current treatment regimens include multimodality therapy involving surgery, high-dose chemotherapy and radiotherapy to resect the tumor, achieve remission and guarantee local control (Koscielniak et al., 1999). However, these therapeutic approaches fail to restore the myogenic propensity of FN-RMS and the persistence of chemoresistant cancer cells in the tumor are pushing research for the development of new therapies including the use of microRNAs (miRNAs). MiRNAs are small non-coding RNA molecules that bind to partially complementary mRNA sequences, resulting in target degradation or translation inhibition (Lim et al., 2005). Growing evidence is suggesting that miRNA loss-of-function can cause the progression of cancer, thus miRNA replacement therapies have emerged as promising treatment strategies for malignant neoplasms (Bonci et al., 2008; Esposito et al., 2014).

Recently, we have identified a pro-myogenic miRNA cocktail (PMC) by means of transcriptional and miRNA profile comparison between the mesodermal induced pluripotent stem cell-derived progenitors (MiPs) derived from human fibroblast and the skeletal muscle mesoangioblast (MAB)-derived MiPs (Giacomazzi et al., 2017). The identified miRNAs that were upregulated in MAB-derived MiPs were shown to rescue the myogenic intrinsic property of fibroblast-MiPs, thus paving the way for the potential contributions of the PMC in enhancing skeletal muscle differentiation in RMS, whereby the muscle differentiation is impaired.

In this study, we expand on the previously characterized murine model of FN-RMS by performing bulk RNA-seq on the cell lines derived from the model. Next, we hypothesize the use of PMC in murine FN-RMS aimed at restoring the myogenic propensity of the tumor. In order to do so, we first create a selection of PMC (s-PMC) and assess the s-PMC effectiveness on targeting proliferation reduction in murine RMS cells. Subsequently, we demonstrate its efficiency by means of syngeneic transplant of pre-treated murine FN-RMS in C57/Bl6 mice, showing cancer proliferation reduction upon treatment and functional amelioration during physical exercises.

Although deeper investigation is needed to tackle the quiescent tumor cells and metastatic niche and to rescue the tumorigenic phenotype, we identified a novel miRNA combination tackling the tumorigenic features of RMS by reducing proliferation and pinpointed novel antitumorigenic therapeutic targets that can be further explored for future pre-clinical applications.

## Materials and Methods

### Cell Culture

Human RD18 and murine KMR46 FN-RMS cell lines were cultured in high glucose Dulbecco’s Modified Eagles Medium (DMEM-HG) supplemented with 10% fetal bovine serum (FBS) and 1% Penicillin/Streptomycin (P/S). Cells were maintained under standard incubator conditions humidified atmosphere (95% air, 5% CO*2*, 37°C) and passaged twice weekly with 0.25% Trypsin-EDTA.

### Co-cultures

For co-culture experiments, cells were seeded at 1:20 KMR46/human MABs ratio on collagen-coated vessels in IMDM 15% FBS medium, 1% L-glutamine, 1% non-essential amino acids, 1% sodium pyruvate, 1% ITS, 1:10,000 basic FGF, 0.2% beta-mercaptoethanol. After 24 h, medium was changed and OptiMEM with miRNA-lipofectamine or lipofectamine was added to the wells. A total of 24 h after miRNA addition, cells were differentiated in DMEM 2% horse serum medium for 96–120 h in 5% O_2_/5% CO_2_ at 37°C.

### Reporter Cell Line

Cells were transfected with lentiviral particles expressing EF1a-eGFP-P2A-fLuc and selected with 1 μg/mL puromycin for 2 weeks. GFP was used as a standard gene expression tracer *in vitro*. Renilla luciferase (Rluc) was used as an optical reporter gene, upon coelenterazine administration, to detect the cell line engraftment *in vivo* via IVIS bioluminescence imaging (BLI).

### MiRNA Transfection

The miR-targeting cocktails were composed as follows: s-PMC, hsa-miR-181a-5p/-212-3p/-146b-5p/-132-5p; s-AMC, anti-hsa-miR-181a-5p/-212-3p/-146b-5p/-132-5p (all MISSION^®^ microRNA Mimics, Sigma-Aldrich). Before transfection, cells were seeded at 12–15.000 or 50.000 cell number in 24-wells or 6-wells, respectively. One day after plating, cells were transfected using 3 μl/mL Lipofectamine 2000 and 1.6 μl/mL of at 10 μM concentration, resuspended in OptiMEM-medium. After 60–65 h of transfection, cells were trypsinized, counted and either frozen or employed for subsequent experiments.

### Immunofluorescence

Following our adjusted protocol (Ronzoni et al., 2021), fixed cells were permeabilized with 1% BSA, 0.2% TritonX-100 in PBS for 5 min and then blocked in 10% donkey serum for 1 h. After 1.5 h of incubation with primary antibodies, diluted in 1% donkey serum, samples were washed three times with PBS, incubated with anti-mouse or anti-rabbit secondary antibody (1:1000) conjugated with 488 or 594 AlexaFluor fluorochromes (Invitrogen Milan, Italy) and nuclei were counterstained with Hoechst 33258 at 1 μg/ml (Sigma, Italy). Here follows the list of primary antibodies and relative dilutions: mouse anti-MyHC (DSHB #MF20), 1:3; rabbit anti-lamin A/C (Epitomics #2966-1), 1:600; mouse anti-Myogenin (Invitrogen #AB_10977211), 1:100; rabbit anti-MyoD (Thermo Fisher Scientific #MA5-12902), 1:100. Imaging was performed at Eclipse Ti microscope (Nikon) by means of Image-Pro Plus 6.0 software (Nikon).

### RNA Isolation and Quantitative Real-Time PCR

Total RNA of each sample was extracted using PureLink RNA Mini Kit (Ambion) and DNase I treatment was performed using the DNA-free kit (Ambion). Reverse transcription was performed using the Superscript III First-Strand Synthesis SuperMix (Invitrogen). A 384-well plate was prepared using Platinum SYBR Green qPCRSuperMix-UDG (Invitrogen) as SYBR Green on 1:5 diluted cDNA obtained from 1 μg total RNA (SybrGreen mix, SSIII cDNA production kit and RNA extraction kit from Thermo Fisher Scientific), using Viia7 384-plate reader (Thermo Fisher Scientific; final primer concentration, 100 nM; final volume, 10 μl; PGK, internal reference; thermal profile, 95°C 15 s, 60°C 60 s, 40×). Gene expression was analyzed in triplicate and normalized to the CT mean of *Rpl13a* and *Gapdh* as housekeeping genes. For the primer sequences, see Table 1.

**TABLE 1:** List of primer sequences used for gene expression analysis.

Gene name	Primer sequence
*Gdf15*	FW: GAGGTGCAGTCCCTGATTTG RV: AGTTCAGGCAAGTCACCCCT
*Myl6*	FW: CGTGGAGGTACCCTAACCCA RV: TTCAGCACCATCCGGACAAG
*Anxa3*	FW: ATGGCCTCTATCTGGGTTGGA RV: CAAGTCCTCTGATCGCTTTCC
*Tnnt1*	FW: CTGTGGTGCCTCCTTTGATT RV: GTCATCCTCTGCTCTCTTCTTTG
*Hand1*	FW: GCCTACTTGATGGACGTGCT RV: CAACTCCCTTTTCCGCTTGC
*Bmp6*	FW: CATTGCACCCAAAGGCTACG RV: TGGCATTCATGTGTGCGTTG
*Notch3*	FW: ACTCCTCCTCAGGGAGATGC RV: GTGGGGTGAAGCCATCAGG
*Zeb2*	FW: GCTGTGTTTGGTTGCTAGATCG RV: AGCGGATCAGATGGCAGTTC
*Myo1d*	FW: CCCAGTTGCTAATGAGCTGAA RV: AGTGACAAAAATTGCTCGGTCTT
*Acta1*	FW: CCCAAAGCTAACCGGGAGAAG RV: GACAGCACCGCCTGGATAG
*Acta2*	FW: GTCCCAGACATCAGGGAGTAA RV: TCGGATACTTCAGCGTCAGGA
*Myf5*	FW: TGCCATCCGCTACATTGAGAG RV: CCGGGGTAGCAGGCTGTGAGTTG
*Tnni2*	FW: GCACCTGAAGAGTGTGATGCT RV: TCTCCTTCTCAGATTCTCGGC
*Myog*	FW: GGGCCCCTGGAAGAAAAG RV: AGGAGGCGCTGTGGGAGTT
*Tnni1*	FW: GCTGAGAAGGTGCGTTACCTC RV: AGCTCTCGGCACAAGTCCT
*Myod*	FW: TACAGTGGCGACTCAGATGC RV: TAGTAGGCGGTGTCGTAGCC
*Myh1*	FW: CTCTTCCCGCTTTGGTAAGTT RV: CAGGAGCATTTCGATTAGATCCG
*Mrf4*	FW: ATTCTTGAGGGTGCGGATTTC RV: CCTTAGCAGTTATCACGAGGC
*Gapdh*	FW: AGGTCGGTGTGAACGGATTTG RV: TGTAGACCATGTAGTTGAGGTCA
*Rpl13a*	FW: CACCTGACCAAGTACCCTATTC RV: TTTGTGGTCTGCTGGGAAG

### RNA-Seq

RNA (>10 μg) samples were verified and processed by the Genomics Core (KU Leuven – UZ Leuven). RNA-sequencing libraries were constructed with the Lexogen library. Samples were indexed with unique adapters and pooled for single read (50 bp) sequencing in Illumina HiSeq2000. RNA-seq reads were aligned with TopHat v2.0.2 to the mouse genome mm10. Transcripts were assessed and quantities were determined by Cufflinks38. Differential expression levels were assessed using DESeq2. Gene Ontology Biological Process (GO:BP) pathways were identified using g:Profiler (Raudvere et al., 2019). Data has been deposited in GEO under accession code GSE175816.

### Transwell Migration Assay

To examine the migration potential following miR pretreatment, following our previous titration (Camps et al., 2020) 50,000 cells were seeded in the top chambers of a transwell in serum-free medium (#3422, Corning) as previously described (Balli et al., 2020). As chemoattractant, the lower compartment contained medium supplemented with 10% FBS. Cells were incubated for 24 h and cells that did not migrate through the pores were removed by a cotton swab. Filters were fixed in 4% formaldehyde solution and stained with 0.1% crystal violet. Five pictures per filter were taken and cell number was counted using ImageJ.

### Bioluminescence Imaging for *in vivo* Tumor Engraftment and Growth

Housing and all experimental animal procedures were approved by the Institutional Animal Care and Research Advisory Committee of KU Leuven (ECD #P089/2018). C57/Bl6 mice were injected in the femoral artery with either 1 × 10^5^ KMR46 Fluc+ cells (untreated group) or with 1 × 10^5^ KMR46 Fluc+ cells pretreated for 3 days with s-PMC (treated group). For the injection, cells were suspended in 50 μl saline water. Afterward, the mice were monitored through BLI every other day starting from day 7 after tumor injection for 10 days. For *in vivo* BLI scans, mice were placed in the flow chamber of IVIS^®^ Spectrum. Subsequently, 126 mg/kg of D-luciferin was injected subcutaneously (Breuls et al., 2021). Hence, consecutive frames were acquired until the maximum signal intensity was reached. Pulse/sec intensities were calculated by comparing the same ROI for all the animals, after subtracting the background signal coming from not injected mice.

### Treadmill Exhaustion Test

A group of five C57/Bl6 mice injected in the femoral artery with 1 × 10^5^ KMR46 Fluc+ cells (untreated group) and five C57/Bl6 mice injected with 1 × 10^5^ KMR46 Fluc+ cells pretreated for 3 days with s-PMC (treated group) underwent functional tests by the treadmill exhaustion test. The test was performed at day 7, 9, 11, and 13 after the beginning of the experiment (day 0). The electric shock frequency and intensity were pulses of 200 ms/pulse of electric current with 2 pulse/s repetition rate (3 Hz) and intensity (1.22 mA), as indicated by Giarratana et al. (2020). The mice were introduced to the treadmill belt and an adaptation time of 5 min was given before the recordings (motor speed set to zero, for 5 min). A training time of 2 min at 4 m/min was set. Later on, the motor speed was set to 7 m/min, with a 1 m/min increase and a constant uphill inclination of 20°, until exhaustion and >10 s stop. The mice were weighted right after every run. Speed (m/min), distance (m), and time (min and s) were registered and used for calculating the work of each run in J. The formula here applied was: Work (J) = body mass (kg) × gravity (9.81 m = s^2^) × vertical speed (m/s × angle) × time (s).

### Statistical Analysis

Sample size for *in vitro*/*in vivo* experiments was calculated by means of Sample Size Calculator (parameters: power, 0.80; alpha, 0.05).^1^ When applicable, sample size analysis was based on average values obtained from preliminary optimization/validation trials. Two-tailed unpaired Student’s *T*-tests analysis was performed. All statistical analyses were conducted using Prism v9.1.0 (GraphPad).

## Results

### RNA-Seq of Murine RMS Model Unveils Key Signature Compared to Satellite Cells

A novel murine model of FN-RMS has been recently described which showed high molecular homology between the genetically engineered murine model (GEMM) and human RMS (Nakahata et al., 2021). From this GEMM, the cell line KMR46 was derived (from here referred to as murine FN-RMS) which was demonstrated to preserve histological resemblance and metastatic potential with respect to its primary GEMM tumors (Nakahata et al., 2021).

In order to understand the key genes that distinguish the tumor from the normally developing skeletal muscle, we performed RNA-seq on the murine FN-RMS cell line and analyzed the differentially expressed genes with respect to the murine satellite cell dataset from Machado et al. (2017) using DESeq2 (Figure 1). 

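RNA of 2 murine FN-RMS cell lines, KMR46 and KMR19, was sequenced with 1 library per line. Both lines were derived from rhabdomyosarcomas of engineered C57Bl/6 mice with *MyoD-Cre* and an activated *Kras* allele. The sample labels give the *p53* genotype as F/+ for KMR46 and R/+ for KMR19. The text names KMR46 as the murine FN-RMS line, while the legend of Figure 1 gives n = 2 FN-RMS cell lines, and both lines were used here. The deposited values are whole-number counts of reads per gene for 43472 gene symbols. KMR46 had 20405827 counts over 18231 detected genes, and KMR19 had 15800739 counts over 17583 detected genes. Levels are given as CPM, the counts of a gene per 1000000 counts of its library. The paper's methods describe a Lexogen library on a HiSeq2000, TopHat alignment to mm10 and Cufflinks, whereas the labels name a stranded TruSeq mRNA kit and a HiSeq4000, and the submitters' processing notes name TopHat2 2.0.13, SAMtools 0.1.19.24 and HTSeq 0.5.3p3. Fold changes against satellite cells, their standard errors and adjusted p-values are those of the authors' deposited table, in which DESeq2 compared both lines with 3 libraries of quiescent satellite cells from another study. The satellite cell libraries were not analysed here and the comparison was not refitted. All 20914 genes in the authors' deposited table have an adjusted p under 0.05, so genes that did not pass are not listed in it. The normalized values of both lines in that table equal the counts times a constant, 1.63 for KMR46 and 2.02 for KMR19, within 1% for 99.98% of the 20225 genes matched by symbol. As the cell lines and the satellite cells come from different studies, the cell type and the study cannot be told apart. The lines are cultured and the satellite cells quiescent, so culture and quiescence cannot be told apart from tumor origin either. Gene lists were tested with a two-sided Fisher's exact test of the share upregulated among called members against all other called genes, Benjamini-Hochberg adjusted over 31 lists fixed before the data were examined. Genes are not independent replicates, so these p-values describe the lists and not the spread between cultures. A list's median log2 fold change was also set against 10000 random lists matched on baseMean, the authors' mean normalized count. Coordinates and gene models are those of GENCODE vM21 on GRCm38 (mm10).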

We employed the T0 quiescent satellite cells for this comparison as it is largely accepted that a common progenitor of satellite cells could be the cell that transforms and becomes FN-RMS (Tiffin et al., 2003). PC (Figure 1A) and distance matrix (Figure 1B) analyses RNA-seq of all samples revealed similar clustering according to the cell of origin. 

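KMR46 and KMR19 resembled each other in most genes but differed in *Trp53* and in myogenic regulators. *Trp53*, which encodes p53, had 83 counts (4.07 CPM) in KMR46 and 3360 counts (213 CPM) in KMR19. It was 52.3-fold higher in KMR19, with a 95% exact interval of 42.0 to 65.8 that covers counting error only. *Kras* differed far less, with 170 CPM in KMR46 and 128 CPM in KMR19. *Myod1*, a master regulator of myogenesis, had 416 counts in KMR46 and 20 in KMR19 and was 16.1-fold higher in KMR46 (95% exact interval 10.3 to 26.6). *Myog*, required for terminal differentiation, had 125 counts in KMR46 and 3 in KMR19, a ratio of 32.3 (95% exact interval 10.8 to 159). *Myf5*, another myogenic regulator, went the other way, with 103 counts in KMR46 and 325 in KMR19, 4.07-fold higher in KMR19 (95% exact interval 3.26 to 5.14). The 18 myogenic regulators and early differentiation genes with at least 100 counts in one of the lines had a median log2 ratio of KMR46 over KMR19 of 0.60, above 99.94% of 10000 random lists matched on mean expression. Cell cycle and mitosis genes had a median log2 ratio of -0.13, and oxidative phosphorylation genes of 0.09. Further lists moved as well, with -0.36 for p53 targets (26 genes, percentile 0.43 of the random lists), -0.33 for nucleotide synthesis (0.04), -0.29 for glycolysis (0.61) and for ribosomal proteins (0), 0.44 for cholesterol synthesis (99.95) and 1.49 for neuronal genes (100). Of the 26 p53 targets, 2 were more than 2-fold higher in KMR46 and 2 in KMR19. Lists that speak to library type and RNA quality moved between the same libraries as well, with -0.89 for nuclear-retained transcripts (11 genes), 1.40 for RNAs without a poly(A) tail (5 genes) and -0.38 for immediate early genes (24 genes), at percentiles 0, 99.95 and 0.12 of the random lists. Of 12 fibro-adipogenic progenitor markers, 6 were more than 2-fold higher in KMR19 and 1 in KMR46 (median log2 ratio -0.70, percentile 0.04). Across the 10646 genes with at least 100 counts in one of the lines, the Spearman correlation between the lines was 0.92 (across genes, which are not independent replicates). Of these genes, 727 were more than 2-fold higher in KMR46 and 678 more than 2-fold higher in KMR19. With 1 library per line these ratios have no replicate check.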

We identified 15,276 downregulated genes and 5638 upregulated genes (Figure 1C). 

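Protein-coding genes made up 5364 of the upregulated and 9125 of the downregulated genes in the authors' deposited table. The other downregulated genes included 1642 antisense genes, 1416 lincRNAs, 338 snoRNAs, 329 miRNA genes and 283 snRNAs, and the upregulated genes held 11 antisense genes, 30 lincRNAs, 1 snoRNA, 0 miRNA genes and 0 snRNAs. The labels name an mRNA kit for the lines, so for these small RNAs the library type and the cell type cannot be told apart. *Cdkn2a*, which encodes the p16 and p19Arf tumor suppressors, was among the 5 upregulated genes with the smallest p. It had 664 ± 5.47 CPM (SD, n = 2 cell lines), and its log2 fold change was 8.26 (standard error 0.31, adjusted p = 7.05e-153 from DESeq2) in the authors' deposited table. *Actg1*, encoding cytoplasmic gamma-actin, and *Rps29*, a ribosomal protein, had log2 fold changes of 7.69 and 7.62 in the authors' deposited table. *Actg1* has 11 processed pseudogene copies with which it can share reads. Among the 5 downregulated genes with the smallest p in the authors' deposited table were the nuclear receptor *Rora* (log2 fold change -9.76), the Mediator kinase *Cdk8* (-7.05) and the RNA-binding protein gene *Rbms3* (-6.28). The unprocessed pseudogene *Gm13340* was also among these 5, at -10.03, with 59 counts in KMR46 and 58 in KMR19. *Rora* kept 145 counts in KMR46 and 154 in KMR19, and *Rbms3* 732 and 606. No read was counted in either line for 7887 downregulated genes (51.6%), and 11226 (73.5%) had fewer than 10 counts in both lines. A fold change of a gene at 0 in both lines is only a bound, at a floor of 3 counts per library. With a baseMean of at least 100 the authors' calls split into 6306 downregulated and 5180 upregulated genes. With a baseMean of at least 1000, 43.1% of 5491 called genes were downregulated (95% exact interval 41.8 to 44.4).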

The discrepancy with respect to the number of genes shown to be downregulated compared to the upregulated ones can be sought in the hypermethylation status that characterizes FN-RMS, as previously described (Mahoney et al., 2012), which leads to the chromatin closure and subsequent reduced expression of several genes. 

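The direction of the calls differed with the length of the genes' introns. The annotated genes with a baseMean of at least 100 in the authors' deposited table were divided by total intron length into 5 groups of about equal size. Downregulated genes made up 40.1% of the group with the shortest introns (95% exact interval 38.0 to 42.1, 2294 genes) and 91.9% of the group with the longest (95% exact interval 90.7 to 93.0, 2294 genes). In the groups between them the share was 33.0%, 42.1% and 67.1%. In protein-coding genes only, an alternative chosen after the data were seen, the share was 17.0% in the group with the shortest introns and 91.5% in the group with the longest. The median log2 fold change of the groups ran from 1.38 at the shortest introns to -4.13 at the longest, where the median intron length was 164 kb. *Dmd*, which encodes dystrophin and has 2233471 bp of introns, had 103 counts in KMR46 and 19 in KMR19, and a log2 fold change of -10.10 (standard error 0.58, adjusted p = 7.72e-66 from DESeq2) in the authors' deposited table. *Rps27*, a ribosomal protein gene with 87 bp of introns, had 2438 counts in KMR46 and 2246 in KMR19, and a log2 fold change of 5.90 (standard error 0.36, adjusted p = 6.43e-59 from DESeq2) in the same authors' deposited table. The paper proposes that the excess of downregulated genes can be traced to the hypermethylation described earlier for FN-RMS. DNA methylation was not analysed here.

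**Figure D1:**
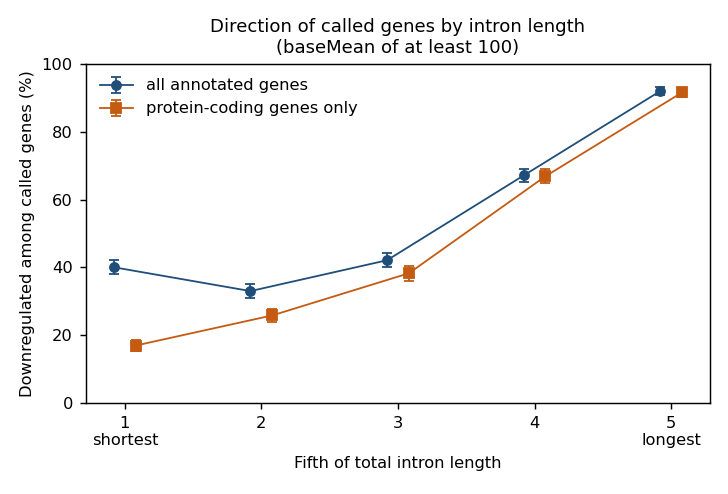
Percent of called genes that were downregulated in murine FN-RMS compared to satellite cells (vertical axis) in 5 groups by total intron length (horizontal axis), for called genes with a baseMean of at least 100. Circles are all annotated genes and squares protein-coding genes, and bars are 95% exact binomial intervals. Circles lie at 40.1% at the shortest and at 91.9% at the longest introns.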

Among the genes we identified, *Zbtb20*, *Hmcn2*, *Tshz2*, and *Pax7* were shown to be downregulated in murine FN-RMS compared to satellite cells. 

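Of these genes, *Zbtb20* kept a clear signal in both FN-RMS cell lines and the others had 13 counts or fewer per line. *Pax7*, the transcription factor that marks satellite cells, lies on chromosome 4 from 139737062 to 139833528 (minus strand) and had 0 counts in KMR46 and 0 in KMR19. With a floor of 3 counts per library, it was at least 26229-fold lower than the satellite cell level implied by the authors' deposited table, where its adjusted p was 5.45e-35 from DESeq2. *Hmcn2*, encoding the extracellular matrix protein hemicentin-2, lies on chromosome 2 from 31314415 to 31460738 and had 13 counts in KMR46 and 5 in KMR19. Its log2 fold change was -13.17 (standard error 0.51, adjusted p = 3.53e-146 from DESeq2) in the authors' deposited table. *Tshz2*, a zinc finger and homeobox gene on chromosome 2 from 169633013 to 170071816, had 5 counts in KMR46 and 3 in KMR19. The authors' deposited table gives it a log2 fold change of -12.77 (standard error 0.65, adjusted p = 3.66e-84 from DESeq2). *Zbtb20*, a zinc finger repressor on chromosome 16 from 42875881 to 43642602, was still transcribed, at 25.8 ± 1.56 CPM (SD, n = 2 cell lines), with 550 counts in KMR46 and 391 in KMR19. Its log2 fold change was -8.08 (standard error 0.25, adjusted p = 2.17e-219 from DESeq2) in the authors' deposited table, the smallest p among the downregulated genes. These genes carry long introns, from 90607 bp in *Pax7* to 735992 bp in *Zbtb20*, a class of genes that was mostly downregulated.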

*Zbtb20* was previously described by Alonso-Martin et al. (2016) to be one of the key genes induced in muscle stem cells and involved in myogenic progression. The downregulation of *Pax7* and *Hmcn2*, on the other hand, points at both the deranged myogenic capacity as well as the poor cross-interactions with other cells, as *Hmcn2* is a key gene coding for ECM proteins which allows for efficient Pax7+ cell homing in skeletal muscle (Faralli et al., 2011; Wurmser et al., 2020). 

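Other genes of quiescent satellite cells were downregulated together with *Pax7*. Of 37 such genes listed, 26 were downregulated, 6 were upregulated and 5 were not among the authors' calls, with the same counts when adjusted over the list alone. That adjustment could hardly change them, since the called members had already passed over all genes. *Chodl*, *Heyl* and *Calcr* had 0 counts in both lines, which places them at least 5950-fold, 3285-fold and 2906-fold below the satellite cell level implied by the authors' deposited table. The stem cell antigen gene *Cd34* and the adhesion gene *Vcam1* were upregulated, with 13477 and 8536 counts in KMR46 and 9580 and 7434 in KMR19. The median log2 fold change of the called members was -3.24, against -0.01 in random lists matched on baseMean (adjusted p = 0.0038). By the share upregulated, 18.8% against 27.0% of other called genes, the list did not pass the test (adjusted p = 0.454, Fisher's exact test), and over its alternatives the adjusted p ran from 7.75e-04 to 0.598. Collagen and extracellular matrix genes went both ways. Of 47 listed, 23 were upregulated, 17 downregulated and 7 not among the calls, again the same when adjusted over the list alone. *Col1a2*, a fibrillar collagen gene, had 36140 counts in KMR46 and 13738 in KMR19 and a log2 fold change of 7.73 (standard error 0.58, adjusted p = 1.63e-38 from DESeq2) in the authors' deposited table. *Col15a1*, a basement membrane collagen gene, had 38 counts in KMR46 and 4 in KMR19 and a log2 fold change of -8.02 (standard error 0.72, adjusted p = 1.28e-27 from DESeq2) in the authors' deposited table. The share upregulated was 57.5% in this list and 26.9% in other called genes (adjusted p = 1.16e-04, Fisher's exact test).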

In the upregulated gene pool, *Pgam1* promotes cancer cell migration (Zhang et al., 2017), while *Ppia* has been shown to be correlated with poor prognosis in patients with hepatocellular carcinoma (Wang and Yu, 2019). 

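*Pgam1*, which encodes the glycolytic enzyme phosphoglycerate mutase, lies on chromosome 19 from 41911923 to 41918660. It had 18839 counts in KMR46 and 13506 in KMR19, or 889 ± 48.4 CPM (SD, n = 2 cell lines). Its log2 fold change was 7.96 (standard error 0.27, adjusted p = 7.96e-193 from DESeq2) in the authors' deposited table, the smallest p among the upregulated genes. *Ppia*, encoding the prolyl isomerase cyclophilin A, lies on chromosome 11 from 6415443 to 6419817. It had 18339 counts in KMR46 and 13743 in KMR19, or 884 ± 20.5 CPM (SD, n = 2 cell lines), and a log2 fold change of 6.67 (standard error 0.24, adjusted p = 1.36e-160 from DESeq2) in the authors' deposited table. Both genes have processed pseudogenes in the annotation, 3 for *Pgam1* and 33 for *Ppia*, at 90% identity or more, and reads shared with these copies were not measured. The listed parents of many processed pseudogenes were upregulated in 60 of 61 called cases (adjusted p = 3.84e-32, Fisher's exact test).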

*Spp1* (also known as osteopontin) has a key role in the physiology of skeletal muscle growth, and thus its upregulation may hint at its key role in the pathogenesis of FN-RMS (Pagel et al., 2014). 

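*Spp1* was the gene with the most counts in KMR46. It lies on chromosome 5 from 104435118 to 104441050 and had 108642 counts in KMR46 and 60851 in KMR19, or 4588 ± 1042 CPM (SD, n = 2 cell lines). Its log2 fold change was 12.87 (standard error 0.52, adjusted p = 7.06e-134 from DESeq2) in the authors' deposited table. With either line left out, the log2 fold change was 13.10 for KMR46 alone and 12.58 for KMR19 alone.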

Finally, *Nefl* has a key role in intracellular transport to axons and dendrites, and has been shown to be upregulated in several cancers including head and neck squamous cell carcinoma (Huang et al., 2014).

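*Nefl*, the light chain of the neurofilaments, differed between the cell lines. It lies on chromosome 14 from 68083863 to 68089095 and had 15110 counts (740.5 CPM) in KMR46 and 1553 counts (98.3 CPM) in KMR19, a ratio of 7.53 (95% exact interval 7.15 to 7.94, counting error only). In the authors' deposited table its log2 fold change was 10.39 (standard error 0.97, adjusted p = 3.22e-25 from DESeq2). With KMR46 left out it was 8.24, and with KMR19 left out 11.21. Of 28 listed genes of the neuronal cytoskeleton and synapse, 9 were upregulated, 15 were downregulated and 4 were not among the authors' calls, with the same counts when adjusted over the list alone. *Nefm*, the medium neurofilament chain, and *Gap43*, a growth cone protein, were among those upregulated, with 11248 and 3998 counts in KMR46 against 1045 and 106 in KMR19. The synaptic adhesion gene *Nrxn1*, with 0 counts in both lines, was downregulated. The share upregulated was 37.5%, against 26.9% of other called genes, and the list did not pass the test (adjusted p = 0.314, Fisher's exact test). Without KMR46 the share was 25% against 26.1%. With both lines, the median log2 fold change of the list, -4.08, lay below the -2.29 of random lists matched on baseMean (adjusted p = 0.0263), but did not pass against -2.82 in lists also matched on intron length (adjusted p = 0.0827), an alternative chosen after the data were seen. Its 11 members with at least 100 counts in one of the lines had a median log2 ratio of KMR46 over KMR19 of 1.49, above all of 10000 random lists matched on mean expression.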

**FIGURE 1:**
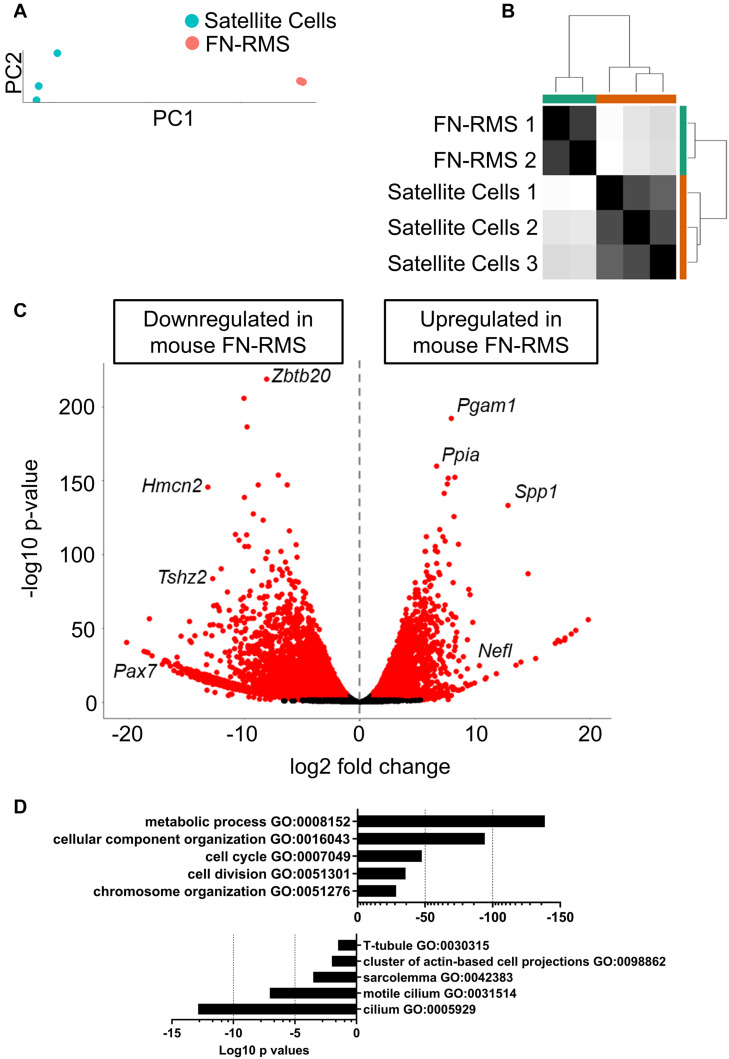
Identification of differentially expressed genes in murine FN-RMS cell lines. **(A)** Principal component of murine satellite cells (*n* = 3) and FN-RMS cell lines (*n* = 2), with PC1 accounting for 98% of the variance observed in the analysis. **(B)** Sample distance matrix showing closed proximity of the replicates. **(C)** Volcano plot of the up- and downregulated genes in murine FN-RMS compared to satellite cells. **(D)** Selection of Gene Ontology Biological Process pathways up- and down-regulated in murine FN-RMS compared to satellite cells.

We then performed pathway analysis using g:Profiler (Figure 1D). Here, we identified pathways regarding metabolic process, cell cycle and chromosome organization as being upregulated in murine FN-RMS compared to satellite cells. Conversely, components of myotube formation such as T-tubule and sarcolemma were pathways found to be downregulated in murine FN-RMS. 

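Most listed genes of the cell cycle, of chromosomes and of central metabolism were upregulated in the cultured lines compared to quiescent satellite cells. Of 58 genes of cell cycle and mitosis, 55 were upregulated and 1 downregulated. Of 50 DNA replication genes, 47 were upregulated and 2 downregulated, and of 54 genes of chromosome organization 36 and 5. Glycolysis had 21 upregulated and 1 downregulated of 23 genes, oxidative phosphorylation 48 and 0 of 50, purine, pyrimidine and one-carbon synthesis 26 and 1 of 30, and cholesterol synthesis 17 and 1 of 22. These counts of the authors' calls were the same when adjusted over the list alone, which adds no support, since the called members had already passed over all genes. Every one of the 7 lists passed Fisher's exact test, with adjusted p from 1.71e-29 for cell cycle and mitosis to 7.80e-09 for cholesterol synthesis. The mitotic cyclin *Ccnb1* had 145 ± 16.3 CPM (SD, n = 2 cell lines) and a log2 fold change of 8.11 (standard error 0.42, adjusted p = 1.87e-81 from DESeq2) in the authors' deposited table. *Rrm2*, a subunit of ribonucleotide reductase, had 141 ± 52.7 CPM (SD, n = 2 cell lines) and a log2 fold change of 7.09 (standard error 0.45, adjusted p = 2.05e-54 from DESeq2) in the authors' deposited table. Among chromosome genes, the maintenance methylation factor *Uhrf1* had 169 ± 2.24 CPM (SD, n = 2 cell lines) and a log2 fold change of 6.73 (standard error 0.45, adjusted p = 1.93e-48 from DESeq2) in the authors' deposited table. *Eno1*, a glycolytic enolase, and *Cycs*, cytochrome c, had log2 fold changes of 6.74 and 4.82 in the authors' deposited table. *Psat1* of serine synthesis and *Idi1* of cholesterol synthesis had 5.87 and 5.12 there. Against random lists of protein-coding genes matched on both baseMean and intron length, an alternative chosen after the data were seen, 2 lists no longer passed. Oxidative phosphorylation had a median log2 fold change of 2.30 against 2.00 (adjusted p = 0.239) and cholesterol synthesis 1.99 against 1.82 (adjusted p = 0.676), whereas in their other alternatives the 7 lists passed. Cholesterol synthesis passed only narrowly against random lists matched on baseMean alone, at 1.99 against 0.88 (adjusted p = 0.0496).

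**Figure D2:**
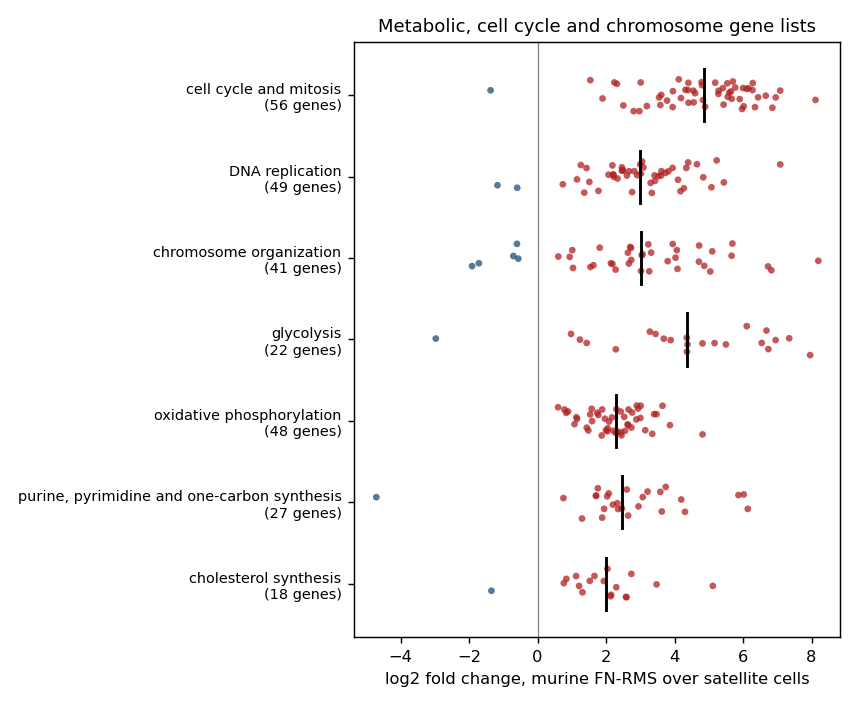
Log2 fold change of murine FN-RMS over satellite cells in the authors' deposited table (horizontal axis) of the called genes of 7 gene lists (rows). Each point is a gene, red above 0 and blue below, and the black line is the list's median, 4.86 for cell cycle and mitosis and 1.99 for cholesterol synthesis.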

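Genes of the contractile and excitation machinery were mostly downregulated, while those of the sarcolemma went both ways. Of 28 T-tubule and triad genes, 22 were downregulated, 2 upregulated and 4 not among the authors' calls. The triad anchor *Trdn* and the calcium channel gene *Cacna1s* had 0 counts in both lines and were at least 118-fold and 36.1-fold below the satellite cell level implied by the authors' deposited table. *Bin1*, which shapes T-tubule membranes, was upregulated, with 5776 counts in KMR46 and 3499 in KMR19. The share upregulated was 8.33% against 27.0% of other called genes, with an adjusted p of 0.0704 from Fisher's exact test. It passed with a baseMean of at least 10 (adjusted p = 0.0426) and in protein-coding genes only (adjusted p = 0.00476), the latter chosen after the data were seen, and the adjusted p of its alternatives ran from 0.00476 to 0.211. Of 50 genes of the sarcolemma and dystrophin complex, 26 were downregulated, 15 upregulated and 9 not among the calls. *Lama2*, the laminin chain that binds dystroglycan, had 327 counts in KMR46 and 63 in KMR19 and a log2 fold change of -7.60 (standard error 0.59, adjusted p = 9.97e-37 from DESeq2) in the authors' deposited table. Upregulated members included the annexin gene *Anxa2*, with 27778 counts in KMR46 and 19110 in KMR19. The share upregulated, 36.6% against 26.9% of other called genes, did not pass the test (adjusted p = 0.240, Fisher's exact test), while its median log2 fold change of -1.47 lay below the -0.77 of random lists matched on baseMean (adjusted p = 0.348). Of 45 sarcomere genes, 30 were downregulated, 5 upregulated and 10 not among the calls (adjusted p = 0.194, Fisher's exact test). Their share upregulated was 14.3%, which passed against 37.1% in protein-coding genes only (adjusted p = 0.00824) and in none of the other alternatives, whose adjusted p ran from 0.0574 to 0.253. *Mybpc1*, a slow myosin-binding protein gene, had 1 count in KMR46 and 0 in KMR19, and the tropomyosin gene *Tpm1*, which is also expressed outside muscle, had 20615 and 15306 and was upregulated. The counts of all 3 lists were the same when adjusted over the list alone.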

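Genes of the motile cilium were scarcely transcribed in the FN-RMS cell lines, while the primary cilium list did not pass the test against other called genes. Of 81 genes of the motile cilium and axoneme, 62 were downregulated in murine FN-RMS compared to satellite cells, 5 were upregulated and 14 were not among the authors' calls, the same when adjusted over the list alone. Among the called members, 21 had 0 counts in both lines. They included the axonemal dynein genes *Dnah9*, *Dnah11* and *Dnah7c*, which were at least 144-fold, 123-fold and 96.8-fold below the satellite cell level implied by the authors' deposited table. The share upregulated was 7.46%, against 27.0% of other called genes (adjusted p = 1.94e-04, Fisher's exact test). Of 86 genes of the primary cilium, 42 were downregulated, 11 were upregulated (10 when adjusted over the list alone) and 33 were not among the calls. *Gli2*, a transcription factor of Hedgehog signaling through the cilium, had 173 counts in KMR46 and 229 in KMR19 and a log2 fold change of -6.04 (standard error 0.35, adjusted p = 3.13e-64 from DESeq2) in the authors' deposited table. *Gli1*, a Hedgehog target, had 8 counts in KMR46 and 11 in KMR19 and a log2 fold change of -4.33 (standard error 0.52, adjusted p = 4.39e-16 from DESeq2) in the authors' deposited table. *Ift52*, an intraflagellar transport gene, was upregulated, with 802 counts in KMR46 and 859 in KMR19. The share of upregulated primary cilium genes, 20.8% against 27.0%, did not pass the test (adjusted p = 0.423, Fisher's exact test), but did in protein-coding genes only, at 19.23% against 37.1% (adjusted p = 0.0145). Without KMR46 it was 27.3% against 26.1%, and with re-centred log2 fold changes of at least 1 it was 44.0% against 29.6%. Re-centring subtracts a median of -1.05, so this setting kept every upregulated gene and dropped only downregulated ones. The 44.0% therefore does not show a change of direction. Over all alternatives the adjusted p ran from 0.0145 to 1.00. These genes carry long introns, with a median of 52.99 kb in the motile list and 42.9 kb in the primary list. Against random protein-coding lists matched on baseMean and intron length, the median log2 fold change was -4.38 against -3.81 in the motile list (adjusted p = 0.220) and -1.07 against -1.02 in the primary list (adjusted p = 0.849), with genes at 0 counts set at their bound. The protein-coding background and the matching on intron length were chosen after the data were seen.

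**Figure D3:**
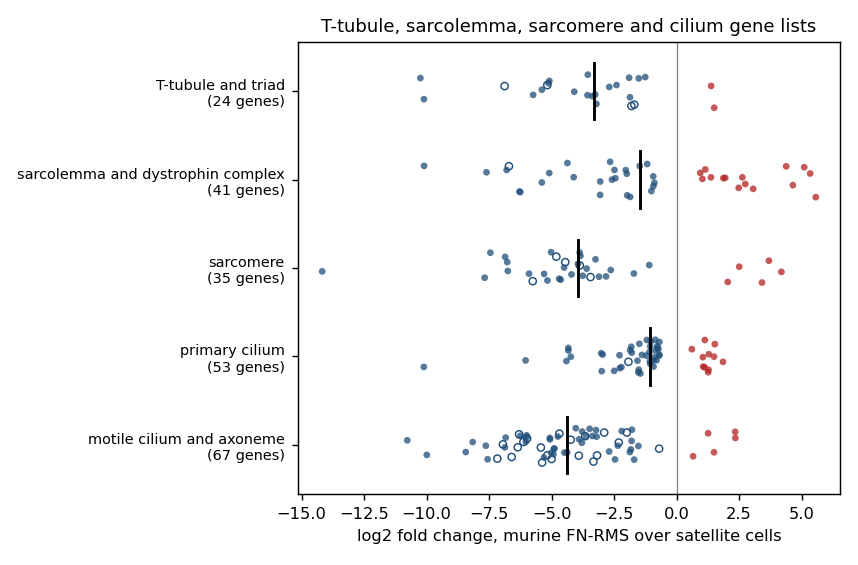
Log2 fold change of murine FN-RMS over satellite cells in the authors' deposited table (horizontal axis) of the called genes of 5 gene lists (rows). Filled points are genes with counts, red above 0 and blue below, open circles are genes with 0 counts in both lines at the bound set by 3 counts per library, and black lines are medians, -4.38 for the motile cilium and -1.07 for the primary cilium.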

Intriguingly, cilium was one of the most downregulated pathways in murine FN-RMS, a structure that has been previously described to be present in quiescent satellite cells (Jaafar Marican et al., 2016) and its deregulation in myoblasts was shown to induce the formation of RMS (Fu et al., 2014).

### s-PMC Promotes Myogenic Commitment of Murine RMS *in vitro*

We sought to explore the possible use of previously identified PMC as a novel miRNA cocktail to promote myogenic commitment in murine RMS. We first performed *in silico* analysis by cross-checking the genes targeted by PMC in MiPs with the differentially expressed genes in murine FN-RMS (Figure 2A). 

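Genes that the PMC acts on in MiPs differed widely in level between the genes and less between the lines. *Myl6*, a non-muscle and smooth muscle myosin light chain gene, had 278 ± 2.53 CPM (SD, n = 2 cell lines) and a log2 fold change of 3.42 (standard error 0.33, adjusted p = 2.38e-23 from DESeq2) in the authors' deposited table, and it has 5 processed pseudogene copies with which it can share reads. *Anxa3*, an annexin gene, had 151 ± 38.2 CPM (SD, n = 2 cell lines) and a log2 fold change of 1.64 (standard error 0.41, adjusted p = 1.21e-04 from DESeq2) in the authors' deposited table. *Gdf15*, a stress-induced cytokine gene, was at 5.01 ± 2.69 CPM (SD, n = 2 cell lines), with a log2 fold change of 4.64 (standard error 0.61, adjusted p = 2.49e-13 from DESeq2) in the authors' deposited table. The slow troponin gene *Tnnt1* had 52 counts in KMR46 and 11 in KMR19, and the adult fast myosin gene *Myh1* had 15 and 3. Their log2 fold changes were -3.94 and -3.24 in the authors' deposited table. *Notch3*, a receptor of satellite cell quiescence, had 239 counts in KMR46 and 185 in KMR19 and a log2 fold change of -6.28 (standard error 0.39, adjusted p = 3.25e-56 from DESeq2) in the authors' deposited table. The growth factor gene *Bmp6* and the repressor gene *Zeb2* had log2 fold changes of -7.20 and -3.41 in the authors' deposited table, with 6.75 ± 3.52 and 108 ± 18.6 CPM (SD, n = 2 cell lines). *Hand1*, a heart transcription factor gene, had 0 counts in both lines and a baseMean of 6.97 in the authors' deposited table, which makes it at least 2.12-fold lower (adjusted p = 0.0063 from DESeq2). *Myo1d*, an unconventional myosin gene, had 64.7 ± 6.71 CPM (SD, n = 2 cell lines) and a log2 fold change of -0.64 (standard error 0.27, adjusted p = 0.0229 from DESeq2) in the authors' deposited table. Its sign turned to 0.40 when log2 fold changes were re-centred on the median of called genes with a baseMean of at least 100, which is -1.05, an alternative chosen after the data were seen.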

We found an upregulation of *Anxa3, Gdf15*, and *Myl6* and downregulation of *Tnnt1, Myh1, Hand1, Notch3, Zeb2, Bmp6*, and *Myo1d* in murine FN-RMS compared to satellite cells. This indeed hints at the hypothesis of the use of PMC to promote myogenic commitment of murine FN-RMS and its subsequent loss of tumorigenic phenotype.

**FIGURE 2:**
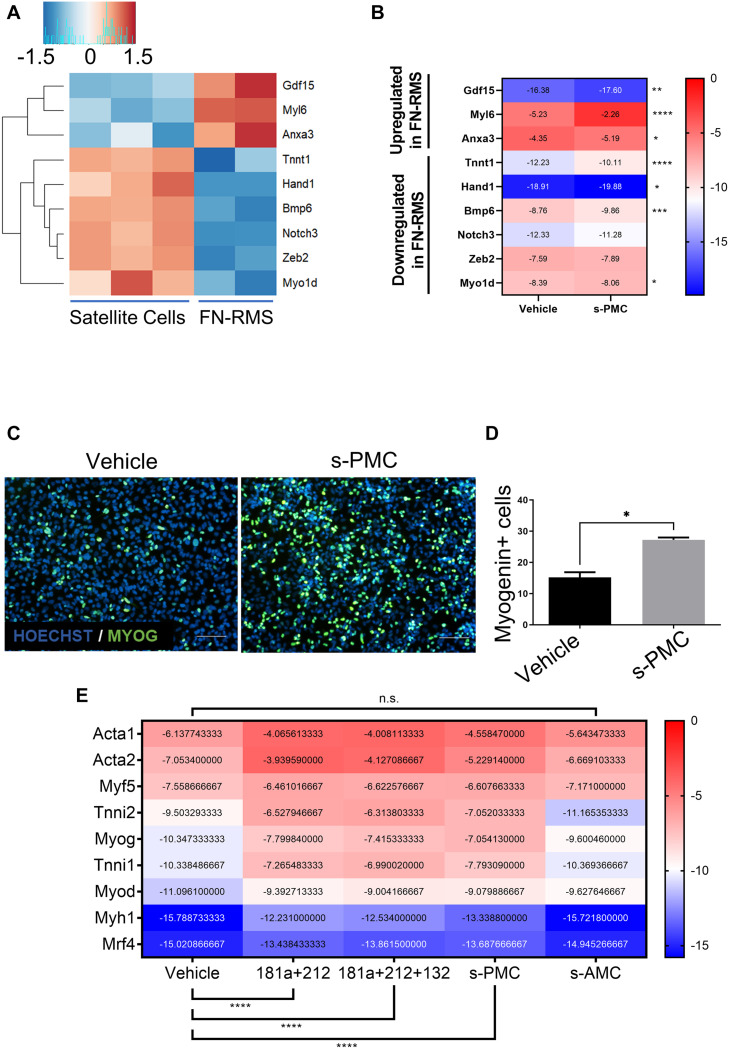
Selection of previously identified PMC improves myogenic potential in murine FN-RMS. Heatmaps of a selection of genes previously shown to be differentially expressed in MiPs upon PMC treatment **(A)** analyzed by RNA-seq and **(B)** confirmed in murine FN-RMS by qRT-PCR using s-PMC. **(C)** Myogenin expression in green and **(D)** quantification upon s-PMC treatment in FN-RMS cell lines compared to vehicle. Nuclei are counterstained in blue with HOECHST. s-PMC, Selected Promyogenic Cocktail. Scale bar, 100 μm. *p < 0.05. **(E)** Reductionist approach to identify the minimal combination of miRNAs from the s-PMC required to have the promyogenic effect. s-AMC, Selected Antimyogenic Cocktail. **p < 0.01; ***p < 0.001; ****p < 0.0001.

For our experiments, we decided to revisit the previously published PMC as it was specifically tailored for human MiPs. We therefore removed the antagomiR use, which reflected the miRNAs found to be upregulated in f-MiPs. Then, we checked for the murine sequences of the human miRNA mimics used in the PMC and found 4 out of 5 miRNAs (mmu-miR-181a-5p, mmu-miR-212-3p, mmu-miR-146b-5p, and mmu-miR-132-5p). We thus excluded miR-424 since the murine counterpart does not exist, and we named this newly identified PMC as selected PMC (s-PMC) (Supplementary Table 1). We then cross-checked the predicted target transcripts of the miRNAs with the upregulated genes in murine FN-RMS. Intriguingly, we found that 318 targets of miR-181a, 156 targets of miR-212, 138 targets of miR-146b and 12 targets of miR-132 are upregulated in murine FN-RMS compared to normal satellite cells (Table 2 and Supplementary Table 2). 

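The predicted targets were taken from Supplementary Table 1 and matched by symbol to the authors' deposited table. Of 1120 predicted targets of miR-181a-5p, 802 were called, 318 upregulated and 484 downregulated. Of 576 targets of miR-212-3p, 156 were upregulated and 239 downregulated, of 474 targets of miR-146b-5p 138 and 206, and of 30 targets of miR-132-5p 12 and 14. The cyclin genes *Ccnb1* and *Ccna2*, targets of miR-181a-5p in Table 2, had log2 fold changes of 8.11 and 5.67 in the authors' deposited table. *Twist1* and *Hmga2*, mesenchymal and oncofetal regulators targeted by miR-212-3p, had 61.79 ± 15.95 and 726 ± 62.8 CPM (SD, n = 2 cell lines) and log2 fold changes of 8.05 and 6.43 in the authors' deposited table. The receptor tyrosine kinase gene *Axl*, a target of miR-146b-5p, had 1189 ± 285 CPM (SD, n = 2 cell lines) and a log2 fold change of 4.38 (standard error 0.29, adjusted p = 5.63e-51 from DESeq2) in the authors' deposited table. The integrin gene *Itga3*, a target of miR-132-5p, had 4.77 there. *Ifi44* and *Gbp3*, interferon-induced targets of miR-181a-5p and miR-132-5p, rested on KMR19, with 3992 and 1116 counts against 24 and 86 in KMR46. Without KMR19 their log2 fold changes were -0.76 and -0.60. All 60 Table 2 genes of miR-181a-5p found in the authors' deposited table were upregulated, with a median log2 fold change of 1.93. This direction was fixed in advance, because Table 2 lists only targets that were upregulated in this comparison. The share upregulated was 39.7% of called miR-181a-5p targets and 26.5% of other called genes (adjusted p = 5.45e-15, Fisher's exact test). It was 39.5% for miR-212-3p (adjusted p = 7.54e-08), 40.1% for miR-146b-5p (adjusted p = 1.37e-07) and 46.2% for miR-132-5p (adjusted p = 0.0432, same test). The miR-132-5p set no longer passed with either line left out, and neither it nor miR-212-3p passed with a miRDB score of at least 80. In protein-coding genes only, a background chosen after the data were seen, no set passed: the shares were 39.6% against 36.9% for miR-181a-5p (adjusted p = 0.306), 39.6% against 36.9% for miR-212-3p (adjusted p = 0.363), 40.2% against 36.9% for miR-146b-5p (adjusted p = 0.356) and 46.2% against 37.0% for miR-132-5p (adjusted p = 0.416). The median log2 fold change of all called miR-181a-5p targets was -1.20, below the -0.94 of random lists matched on baseMean (adjusted p = 0.151).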

In order to address s-PMC effects on murine FN-RMS myogenic committment, we checked the previously identified miRNA targets and their expression after perturbation (Figure 2B). We then assessed myogenin localization, one of the key transcription factors involved in myogenic differentiation, after s-PMC treatment of murine FN-RMS (Figures 2C,D and Supplementary Figure 1). An increased percentage of myogenin was expressed in s-PMC-treated compared to vehicle-treated cells, which corroborated our hypothesis on the increased myogenic commitment of murine FN-RMS after s-PMC use. In order to identify the key miRNAs from the s-PMC responsible for the increased myogenic commitment, we performed in silico analysis using DIANA software to assess the different pathways targeted by the s-PMC (Vlachos et al., 2015; Supplementary Figure 2A). We then used a reductionist approach to identify the minimal selection of s-PMC components required to have a pro-myogenic effect (Figure 2E). To do so, we checked for the molecular expression of key myogenic genes (*Acta1, Acta2, Myf5, Tnni2, Myog, Tnni1, Myod, Myh1*, and *Mrf4*) at baseline levels, after s-PMC and after anti-myogenic cocktail. We then removed one and two miRNAs from the s-PMC and checked for the myogenic genes’ expression. Thus, we identified miR-181a/212 as the key combination required to have the pro-myogenic effect observed with the s-PMC, which was further confirmed by the *in silico* analysis (Supplementary Figure 2B).

**TABLE 2:** List of miRNAs in the s-PMC and the key targeted genes upregulated in FN-RMS.

List of miRNAs	Targeted genes
mmu-miR-181a-5p	Spry4, Ago2, Trim71, Mapk1, Lox, Klf6, Bcl2l11, Rassf1, Carm1, Slc2a3, Oxa11, Ipo8, Pdap1, Ttl, Aldh3a2, Oxa1, Tulp4, Wsb1, Gatm, Mpi, Rad21, Mtpn, Ano1, Arf6, Naa15, Nab1, Tmed4, Tgfbi, Ccnk, Fhl2, Igf2bp2, Kif3b, Ssr1, Snn, Itga3, Cbx4, Tfam, Caprin1, Rras2, Map1a, Pdgfra, Gpbp1, Dynll2, Plau, Actr2, Serbp1, Eif5a2, Ccnb1, Cdc7, Rab6b, Ccn1, Col16a1, Fgf7, Ccna2, Pkn2, Cdk7, Vcan, Idh1, Rab11a, Dlk2, Ifi44, Pak4
mmu-miR-212-3p	Mex3c, Rras2, Hmga2, Mapk1, Eif1b, Twist1, Nras, Lmnb2, Brca1, Melk, Uba3, Vcan, Caprin1, Sox11, Vdac2, Mob4, Igf2bp1, Trib2, Hdac3, Six4, Tmed7, Slit2, Mthfd2, Kif2a, Nab1, Rab11a
mmu-miR-146b-5p	Traf6, Kras, Rbm18, Eif4g2, Slc10a3, Abl2, Gid8, Vcan, Siah2, Tmx4, Parp1, Mlf2, Cdk5, Prx, Mcfd2, Ssr1, Axl, Vasn, Zyx, Tmx3, Fstl3, Pcdh1, Dstn, Dynll1, Ola1, Itga4
mmu-miR-132-5p	Irx2, Bivm, Tbc1d31, Klc2, Gbp3, Piga, Snx7, Slc20a2, Midn, Got2, Sema4b, Itga3

### miR-181a/212 Improve Differentiation While Targeting Proliferation and Migration

In order to identify the effects of miR-181a/212 on murine FN-RMS, we first performed *in silico* analysis to identify the pathway upregulated in RMS targeted by the miRNA combination (Figure 3A). 

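Taken over both miRNAs, 1598 genes in Supplementary Table 1 are predicted targets of miR-181a-5p or miR-212-3p. Of these, 1129 were called in the authors' deposited table, with 445 upregulated and 684 downregulated in murine FN-RMS compared to satellite cells. *Mthfd2*, a mitochondrial one-carbon enzyme gene and target of miR-212-3p, had 329 ± 20.0 CPM (SD, n = 2 cell lines) and a log2 fold change of 6.14 (standard error 0.36, adjusted p = 4.39e-62 from DESeq2) in the authors' deposited table. *Ccn1*, a matricellular protein gene targeted by miR-181a-5p, had 590 ± 369 CPM (SD, n = 2 cell lines) and a log2 fold change of 5.67 (standard error 0.49, adjusted p = 6.14e-29 from DESeq2) in the authors' deposited table. *Igf2bp1*, an RNA-binding protein gene targeted by miR-212-3p, had 103 ± 6.47 CPM (SD, n = 2 cell lines) and 4.81 there (standard error 0.43, adjusted p = 3.34e-27 from DESeq2). The upregulated targets had a median log2 fold change of 1.78. The share upregulated was 39.4% of the called targets and 26.2% of other called genes (adjusted p = 4.76e-20, Fisher's exact test). It was 39.4% against 36.8% in protein-coding genes only (adjusted p = 0.306), a background chosen after the data were seen.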

We first checked the predicted gene targets of miR-181a/212 using miRDB (Chen and Wang, 2020) and identified the pathways upregulated in murine FN-RMS and targeted by miR-181a/212 using g:Profiler. We found migration, neurogenesis, and regulation of cell differentiation to be targeted by the miRNAs (Figure 3B). We therefore aimed at characterizing these effects *in vitro*. We first checked the regulation of cell differentiation by adding miR-181a/212 and differentiating the murine FN-RMS. We observed an increase of fusion index of MyHC+ myotubes in miRNA-treated compared to vehicle-treated FN-RMS cells (Figure 3C). We then assessed the migration potential of murine FN-RMS after miRNA treatment by means of transwell assay and indeed we observed a reduced migration potential after miRNA treatment (Figure 3D). Finally, as we wanted to assess the specificity of this cocktail in targeting the proliferation of murine FN-RMS, we co-cultured tumor cells with human MABs and quantified the percentage of cell populations after miR-181a/212 using human specific lamin A/C antibody (Figure 3E). Indeed, we observed that healthy muscle cells were not negatively affected by the miRNA in terms of cell number and cell differentiation.

**FIGURE 3:**
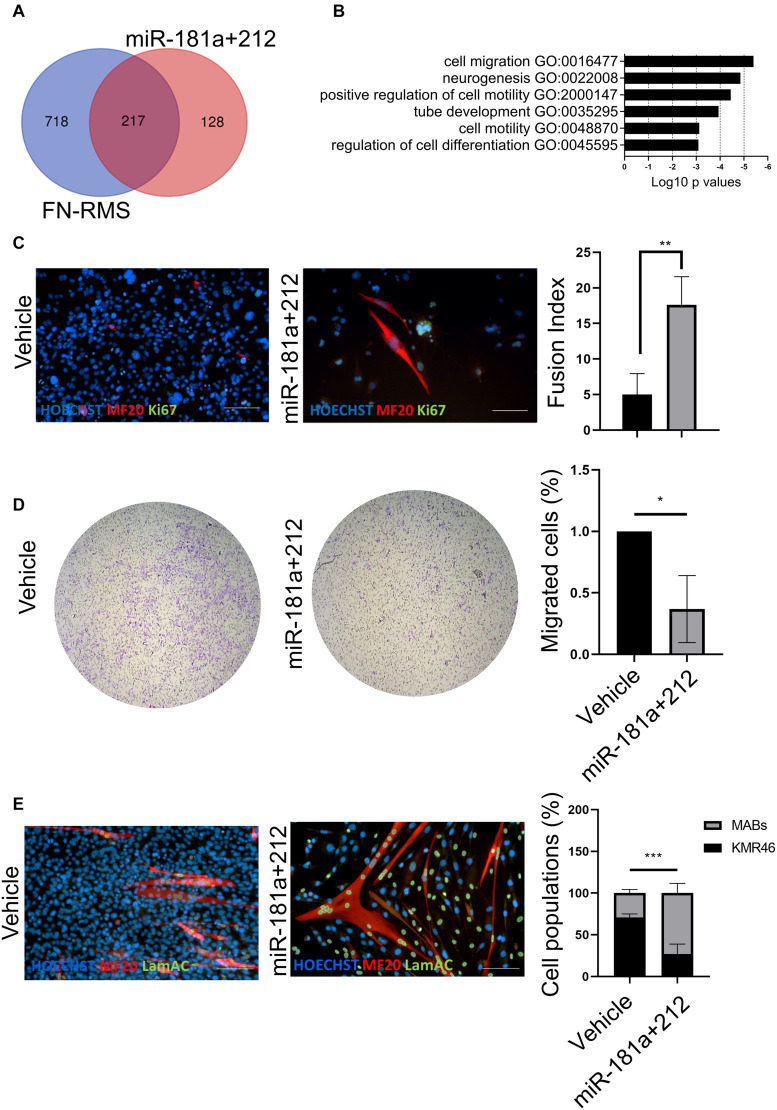
miR-181a/212 target differentiation, proliferation, and migration in murine FN-RMS. **(A)** Overlap and **(B)** selection of Gene Ontology Biological Process pathways upregulated in murine FN-RMS and targeted by miR-181a/212. **(C)** miR-181a/212 increases the myogenic commitment of murine FN-RMS as seen by the quantification of fusion index of MyHC+ myotubes. Nuclei are counterstained in blue with HOECHST. Scale bar, 100 μm. **(D)** Reduced migration capacity of murine FN-RMS upon miR-181a/212 treatment compared to vehicle. *p < 0.05. **(E)** Qualitative and quantitative effect of miR-181a/212 on murine FN-RMS proliferation in co-culture setting with human MABs compared to vehicle. Human nuclei were identified with anti-lamin A/C Abs in green. Nuclei are counterstained with HOECHST in blue. Scale bar, 100 μm. **p < 0.01; ***p < 0.001.

### miR-181a/212 Pre-treatment in FN-RMS Cells Reduces Tumor Size and Improve Running Performance in Tumor Bearing-Mice

Next, we assessed the effect of miR-181a/212 treatment in FN-RMS in terms of tumor progression *in vivo* and possible implication in impaired physical performance. Thus, we transduced murine FN-RMS cell line with lentiviral vectors carrying fLuc to monitor its activity *in vivo* (Supplementary Figure 3), and pretreated the cell line with the miRNAs before syngeneic transplants. Twelve C57/Bl6 mice were introduced to the treadmill belt in training sessions to make them familiar with the treadmill and tasks. Then the mice were injected in the femoral artery with saline (control) or 1 × 10^5^ KMR46 Fluc+ cells (untreated group) or 1 × 10^5^ KMR46 Fluc+ cells pretreated for 3 days with miR-181a/212 (treated group). Bioluminescent images revealed that untreated and treated groups showed already different amount of cells at day 7 from transplantation (Figure 4A) while no signal was found in mice injected in the femoral artery with saline (control). From day 11 the amount of cells increased dramatically in the untreated group where up to 6.8 × 10^10^ cells were detected at day 13 (Figure 4B). Functional assays were performed at day 7, 9, 11, and 13 after cell injections in trained mice. The mice injected with miRNA-pretreated cells showed an increment in functional outcome and they were able to run for significantly longer period and distance when compared with mice injected with untreated cells (Figure 4C). The better performance was even more pronounced at day 11 and 13 from injections in concomitance with the increased of tumor cell numbers in tumor-bearing mice injected with untreated cells (tumor masses were visible only in this group of mice). Other parameters of treadmill exhaustion test such as work and power showed similar statistically significant differences among the groups and in mice injected with miRNA-pretreated cells at day 11 and 13 those values were similar to sham-operated group (Figure 4C).

**FIGURE 4:**
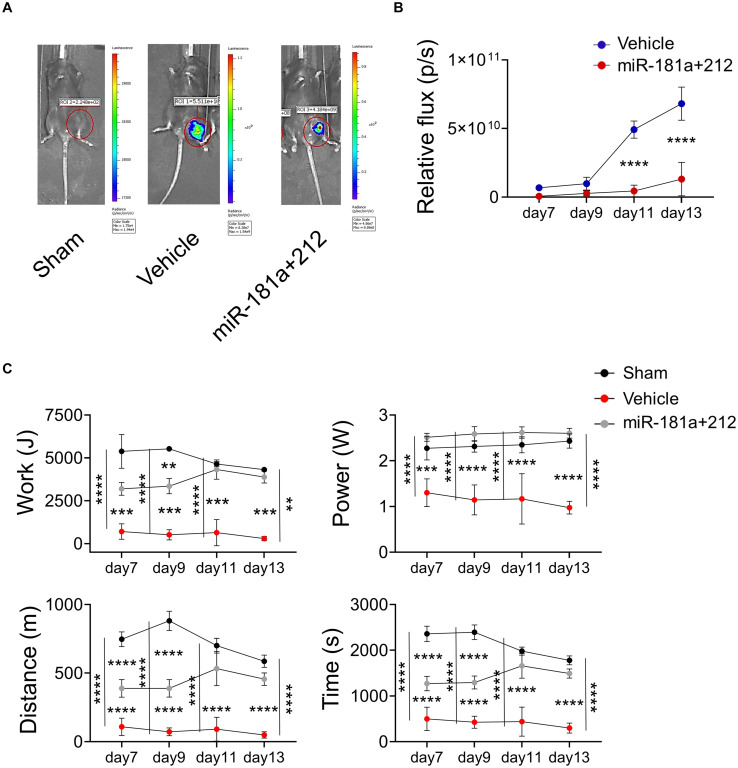
miR181a/miR212 effects on murine FN-RMS proliferative capacity *in vivo*. **(A)** Representative bioluminescent images of C57/Bl6 mice injected in the femoral artery with saline (control) or 1 × 10^5^ KMR46 Fluc+ cells (untreated group) or 1 × 10^5^ KMR46 Fluc+ cells pretreated for 3 days with miR-181a/212 (treated group). Images were taken 7-, 9-, 11-, and 13-days post-injection. **(B)** Quantification of the BLI signal (*n* = 3). **(C)** Functional test by treadmill exhaustion test at 7-, 9-, 11-, and 15-days post-injection. From left to right and top to bottom, graphs of work (J), power (W), distance (m), and time of run (min). (*n* = 3). **p < 0.01; ***p < 0.001; ****p < 0.0001.

## Discussion

The majority of FN-RMSs exhibit embryonal tumor histology differently from FP-RMS characterized by the PAX3-FOXO1 fusion protein and alveolar histology (Tiffin et al., 2003; Linardic, 2008; Davicioni et al., 2009). Emerging literature identified miRNA dysregulation in FN-RMS cells compared to healthy muscle cells involved in the inhibition of adhesion independent growth and migration. For example, miR-22 and miR-378 family members are implicated in controlling proliferation and migration of FN-RMS cells through AKT/mTOR axis (Megiorni et al., 2014; Bersani et al., 2016). Thus, miRNAs have a crucial role in both suppressing the tumorigenicity of RMS and regulating paracrine pathway signaling responsible for tumor invasion and metastatic potential. Indeed, it is generally accepted that exosomal miRNA contents reflect the characteristic miRNA of the cells releasing the extracellular vesicles. However, several reports showed that in case of RMS, a modulation of exosomal miRNA exists compared with tumor cell content. In these circumstances, it could be possible that immune and inflammatory cells, which occur coincidentally at tumor lesions, could contribute to these exosomal miRNAs enrichment (Ghayad et al., 2016).

We and other groups showed that the potential of miR-based orchestration of cell fate is evident along the striated muscle lineages and miRNA mixtures have been described as part of the epigenetic signature retained after cell reprogramming in induced pluripotent stem cells. Thus, since FN-RMS cells are sharing some of gene expression profile with the immature mesodermal progenitors, we sought to test the PMC on FN-RMS cells to rewire the myogenic epigenetic memory similarly observed in treated pluripotent stem cell derivatives. Subsequently, a s-PMC reductionist approach reveals that the exposures to miR-181a and miR-212 only are sufficient to exert the FN-RMS tumor suppressive functions. miR-181a family is highly conserved and regulates many crucial biological processes including proliferation, mitochondrial function, apoptosis, and autophagy (Ouyang et al., 2012). In addition, some authors reported that they are dysregulated also in Alzheimer’s and Parkinson’s diseases (Indrieri et al., 2020). Albeit our s-PMC cocktail was tailored to murine FN-RMS, we confirmed that it is still able to upregulate Tnnt1 and Myl6, and downregulate Bmp6 as previously shown for PMC cocktail by Giacomazzi et al. (2017), while other direct target genes (Gdf15, Anxa3, Hand1, and Myo1d) are slightly affected. Although additional studies are required to pick up the most effective therapeutic miRNA cocktail, our data points on those targeted genes able to slow down RMS progression preserving muscle performance in mice injected with miR-181a and miR-212 pre-treated FN-RMS cells.

Similar to miR-181a, the abnormal expression of miR-212 may cause a series of neurodegenerative diseases, such as Alzheimer’s disease, epilepsy and schizophrenia. More recent studies show that miR-212 is involved in various forms of cancers and can act as a diagnostic or predictive marker of many tumors, including hepatocellular carcinoma ovarian cancer and gastric cancer (Chen et al., 2020). It is not surprising that as in non-small cell lung cancer, ovarian prostate also in FN-RMS act as tumor suppressors and play a substantial role in inhibiting tumorigenesis and FN-RMS progression. This last part is further strengthened by the fact that a remarkable reduction in BLI signal was observed in mice injected with FN-RMS Fluc+ cells pretreated for three days with miR-181a/212. In addition, the evaluation of muscle performance obtained by treadmill exhaustion test at up 13 days post-injection supported the beneficial effect of s-PMC pretreatments in injected mice. We can hypothesize that this beneficial effect would not last for long period since the tumor mass was starting to grow at day 13 even after the miRNA exposure. This is indeed the main limitation of our study that did not explore the effects of multiple miRNA treatment or the stable overexpression of the miRNAs in FN-RMS cells. Nevertheless, we can conclude that as observed in other form of tumors (Chou et al., 2013; Otoukesh et al., 2020) the perturbation of miRNA signature in FN-RMS cells hampered its proliferation and migration ability *in vitro* and *in vivo* with consequence in tumor progressions. Both histone modification and DNA hypermethylation can be responsible for the dysregulation of miR-181a/212 in different cancers and their modulation can be used as important biomarker for the diagnosis or prognosis of cancer since they can be easily detected in serum and plasma. The controversial findings regarding their participation in chemoresistance and radioresistance require further studies (Zhang et al., 2010; Taketo et al., 2018). In future experiments it would be necessary to investigate which of the predicted miR-181a and miR-212 gene targets are implicated in the beneficial effect observed in this study and eventually their involvement in the resistance to chemotherapy or radiotherapy will become an important focus in the field of cancer therapy. High-throughput studies are also crucial to identify the precise signature of FN-RMS at single cell level in order to identify dysregulated miRNAs in dormant tumor cells responsible for cancer relapse and drug resistance. It is widely accepted that patient-derived 3D tumoroids better approximate the *in vivo* physiology and microenvironment, thus providing remarkable tool for miRNA combination screening that allows the assessment of potential therapeutic agents and mechanistic studies.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. Data has been deposited in GEO under accession code GSE175816.

## Ethics Statement

The animal study was reviewed and approved by the Ethical Committee KU Leuven for Animal Experimentation. Biomedische Wetenschappen, Animalium Gasthuisberg O&N 1 – Herestraat 49 – bus 501, B-3000 Leuven. ECD #P089/2018.

## Author Contributions

EP, NG, and MS designed the study and wrote the manuscript. EP, NG, ME, GS, C-CW, VM, and FR performed the experiments. EP and TK performed the bioinformatics analysis. EP and NG interpreted the data. JY and AU supervised the final manuscript. All authors have read and agreed to the published version of the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Footnotes

1
http://www.stat.ubc.ca/~rollin/stats/ssize/index.html

## Supplementary Material

Supplementary Figure 1 s-PMC and s-AMC effect on Myog and Myod expression. Immunofluorescence of murine FN-RMS after s-PMC or s-AMC treatment compared to vehicle, showing reduced or increased Myogenin (red) and Myod (green) expression after AMC or PMC, respectively. Nuclei are counterstained in blue with HOECHST. Scale bar, 100 μm.

Supplementary Figure 2 *In silico* prediction of s-PMC pathways and selection of miR-181a/212. **(A)** DIANA-miRPath prediction of the GO pathways targeted by the single s-PMC miRNAs, and **(B)** by miR-181a/212 selection.

Supplementary Figure 3 Creation of KMR46-EF1a-GFP-fLuc cell line. *In vitro* validation of the insertion of the cassette by checking **(A)** GFP expression and **(B)** fLuc activity upon Renilla addition.

Supplementary Table 1 Complete list of s-PMC targets predicted by miRDB.

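Supplementary Table 1 lists, for each of the 4 mimics of the s-PMC, the mouse genes with a predicted binding site and their miRDB score, a measure of confidence in the prediction whose lowest listed value is 50. It holds 1120 targets of miR-181a-5p, 576 of miR-212-3p, 474 of miR-146b-5p and 30 of miR-132-5p. A few symbols in the lists have been turned into dates by spreadsheet software, 3 for miR-181a-5p and 1 for each of the other miRNAs, and these could not be matched to the expression values. The predictions rest on sequence and not on the FN-RMS libraries.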

Supplementary Table 2 Complete list of s-PMC targets predicted by miRDB upregulated in FN-RMS.

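Supplementary Table 2 holds the part of these predictions that was upregulated in murine FN-RMS compared to satellite cells. Its 318 targets of miR-181a-5p, 156 of miR-212-3p, 138 of miR-146b-5p and 12 of miR-132-5p were all found among the predicted targets with an adjusted p under 0.05 and a positive log2 fold change in the authors' deposited table. With a miRDB score of at least 80, 118, 36, 27 and 4 upregulated targets of miR-181a-5p, miR-212-3p, miR-146b-5p and miR-132-5p were left. The median log2 fold change of the upregulated targets in the authors' deposited table was 1.75 for miR-181a-5p, 1.93 for miR-212-3p, 1.71 for miR-146b-5p and 1.99 for miR-132-5p.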

How the deposited data were processed for this re-analysis (not part of the article)

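Gene expression was measured by RNA-seq in 2 murine FN-RMS cell lines, KMR46 and KMR19, with 1 library each. The authors deposited a table of whole-number counts of reads per gene for each line. The submitters' processing notes name FastQC 0.11.5, TopHat2 2.0.13, SAMtools 0.1.19.24, HTSeq 0.5.3p3 and DESeq2, with the genome mm10, and do not give the role of each tool. The paper's methods instead name a Lexogen library, a HiSeq2000, TopHat and Cufflinks, and whether the counting used strand is not given in the sources used here. Counts of antisense and overlapping genes are therefore uncertain. The count files hold no row for unassigned reads.

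The authors also deposited a table of their DESeq2 comparison of both lines with satellite cells. For each gene it gives a baseMean (the mean normalized count, a signal made by dividing counts by size factors), a log2 fold change with its standard error, a test statistic (a score), a p-value and an adjusted p-value, all as the authors computed them. It also holds normalized values per library as deposited by the authors. Values of both FN-RMS lines came out as whole reads for 100.0% of genes (tolerance 0.01 counts), after division by 1.63 for KMR46 and 2.02 for KMR19. A count test of these reads was not run, since both belong to one group. The 3 columns of satellite cell values belong to samples not analysed here and were used in no step. The satellite cell level of a gene was taken only as implied by the authors' deposited baseMean and the values of both lines. The table holds 20914 genes, all with an adjusted p under 0.05, so it was not possible to test against genes that were not called.

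CPM, the counts of a gene per 1000000 counts of its library, were computed from the authors' counts with library totals of 20405827 for KMR46 and 15800739 for KMR19. Means and SDs are over the 2 cell lines. Ratios between the lines carry 95% exact binomial intervals, which cover counting error only. Genes with 0 counts in both lines were given a bound at 3 counts per library. List members are counted as upregulated or downregulated by the authors' adjusted p under 0.05 and the sign of the log2 fold change. Lists were compared with other called genes by two-sided Fisher's exact tests, Benjamini-Hochberg adjusted over the 31 lists, or over the 5 sets of predicted targets. In counts adjusted over the list alone, members absent from the table were entered as not passing. The called members had already passed over all genes. Where most members of a list were called, this adjustment could therefore hardly change the counts, and unchanged counts add no support. Medians of lists were set against 10000 random lists matched on baseMean in 20 bins, or on baseMean and total intron length in 10 by 10 bins of protein-coding genes, for which 0.0002 is the smallest p the random lists can give before adjustment. Intron and exon lengths, gene types and coordinates came from GENCODE vM21 on GRCm38, which matched 20878 of the 20914 genes. Processed pseudogenes were assigned to a parent gene by alignment with minimap2 2.31 at 90% identity over at least 50% of the pseudogene. Of 10244 processed pseudogenes, 3709 could be assigned to a protein-coding parent in this way, so the numbers of copies per gene may be too low.

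The list tests were tested on simulated data made from the 20914 called genes. The log2 fold changes were first shuffled over the genes, which removes their relation to baseMean, intron length and gene type. The rates below therefore do not give the false positives of real lists, whose genes share such features. Of 100 random lists of 25 genes, 4 passed 0.05 by Fisher's exact test and 5 by the matched lists. With a log2 shift of 4 planted, 53 and 87 of 100 lists of 25 genes passed, and 81 and 100 of 100 lists of 50 genes. All planted 2.5-fold and 4-fold differences between 2 simulated libraries were recovered, with 0 false calls in 10646 genes, where counting noise was the only noise.

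The 31 lists, the tests and the rule for named genes were fixed before the data were examined. The lists comprise 11 of pathways the paper names and 20 others, on background biology, other cell types, mapping, library type and RNA quality. The genes named are those in the paper's results, *Trp53* and *Kras*, up to 4 members of each list with the largest absolute log2 fold change at a baseMean of at least 100, the 5 genes each way with the smallest p, per miRNA the 4 Table 2 genes with the largest log2 fold change, and the 5 genes each way with the largest ratio between the lines. Further members of a list are named as examples of its counts and were chosen after their values were seen. Values in the paper's tables were known when the rule was written. Alternatives covered the adjusted p, the fold change, baseMean, the centring of fold changes, each line left out, the miRDB score, and for the lines the normalization (TMM factors from edgeR 4.0.16, or median-of-ratios size factors), the count minimum and the pseudocount of 1 CPM. Alternatives added after the data were seen were protein-coding genes only, matching on intron length, each line left out for the numbers of called genes, and re-centred log2 fold changes of single genes. The g:Profiler analysis was not rerun. Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and R 4.3.3.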

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

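The alternatives that use protein-coding genes only or match random lists on intron length, and the tests of *Trp53* and of the Ras/MAPK genes between the lines, were chosen after the results were seen. No biological explanation was tested for the first 2 patterns, since the design gives 1 condition and the satellite cells come from another study.

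More genes were downregulated than upregulated. In genes that the paper does not discuss by length, 91.9% of called genes in the group with the longest introns were downregulated, 51.9 percentage points more than in the group with the shortest, with a common odds ratio of 4.09 for longer introns within 5 groups of exonic length. Small non-coding RNA genes, which the paper does not analyse, were downregulated in 99.9% of 1182 called cases. The labels name an mRNA kit for the lines, and its part in this share cannot be told apart from the cell type. Intron-containing RNA in the satellite cell values is consistent with the difference by intron length, and a share downregulated of 43.1% at a baseMean of at least 1000 is consistent with a part for genes at low counts, but does not show one, as baseMean itself depends on the change. The study and the cell type cannot be told apart here, and the hypermethylation that the paper proposes was not tested.

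Housekeeping genes with short introns were among the most upregulated genes. Listed parents of many processed pseudogenes, which the paper does not discuss as a group and which include *Pgam1*, were upregulated in 98.4% of called cases. At equal lengths and baseMean, genes with 5 or more processed pseudogene copies had a log2 fold change 1.08 higher than genes with none (95% interval 0.47 to 1.68). Genes with 1 to 4 copies lay 1.47 higher (95% interval 1.24 to 1.70), so growth with the number of copies was not shown in this model. Without the model, the share upregulated did rise, from 48.5% with no copy to 84.4% with 1 to 4 and 97.3% with 5 or more. Only 3709 of 10244 processed pseudogenes were assigned to a parent, so genes counted with no copy may still share reads, also in the comparison that follows. Among genes with no assigned copy, those with the shortest introns lay 1.01 above the group with middle lengths (95% bootstrap interval 0.90 to 1.14). Both differences only just exceed the value of 1 set for them, and reads shared with pseudogenes and short introns may each contribute a part, since *Pgam1* and *Ppia* lie far above at 7.96 and 6.67 in the authors' deposited table and 61 of 291 protein-coding genes (21.0%) with a log2 fold change above 5 have a copy, against 949 of all 9872 (9.61%).

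KMR46 and KMR19 differed in myogenic genes and in *Trp53*, which had 3360 counts in KMR19 and was 52.3-fold higher there. The paper's myogenin and MyoD staining is of murine FN-RMS, its name for KMR46, though the legend of Figure 2 speaks of cell lines. If KMR46 was stained, this goes with the labels as given, with 125 counts of *Myog* and 416 of *Myod1* in KMR46 against 3 and 20 in KMR19. A swap stays open, since *Trp53*, *Myog* and *Myod1* are all part of the pattern and the paper names no staining of KMR19. The Ras/MAPK output genes had a median log2 ratio of KMR46 over KMR19 of 0.14 (95% bootstrap interval over genes -0.13 to 0.63), so they were not lower in KMR19 as *Myod1* was. This cannot decide whether other cells make up much of KMR19, since the level of these genes in other cells was not measured. Cells of another type in KMR19 stay open. Fibro-adipogenic progenitor markers were higher in KMR19 (median log2 ratio -0.70, *Ly6a* at 309 against 58.6 CPM). Their most abundant genes *Cd34* and *Gsn* were not (606 against 660 and 403 against 466 CPM). The highest median of the 6 lists of other cell types was 6.08 CPM, for pericyte and smooth muscle markers in KMR19. The different *p53* alleles of the lines remain an untested biological explanation, as each allele is in 1 line. They cannot be told apart from other differences between the lines, such as that in *Xist* (6386 counts in KMR19 and 7 in KMR46).

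Ras/MAPK output genes, outside the pathways the paper discusses, were upregulated in 93.5% of 31 called cases (adjusted p = 3.31e-14, Fisher's exact test), with *Hmga1*, *Ier3*, *Ereg* and *Emp1* at log2 fold changes of 8.57, 8.35, 6.71 and 6.58 in the authors' deposited table (8.92, 8.97, 7.01 and 6.76 with KMR46 alone, and 8.12, 7.24, 6.32 and 6.38 with KMR19 alone). Targets of p53 were upregulated in 80.0% of 25 called cases (adjusted p = 1.26e-07, same test), among them *Plk3*, *Ckap2* and *Pmaip1*, while *Fas* was downregulated. The log2 fold changes of the 3 upregulated genes were 4.76, 4.96 and 4.22 with KMR46 alone, and 5.55, 4.27 and 4.70 with KMR19 alone. They were thus also high in KMR46, which had 83 counts of *Trp53*. The activity of p53 was not measured. Collagen and extracellular matrix genes were upregulated in 57.5% of called cases (adjusted p = 1.16e-04, same test). Endothelial markers were upregulated in 5.00% of 20 called cases (adjusted p = 0.0445, same test, and 0.00344 to 0.0738 over the alternatives), and *Emcn*, with 0 counts in both lines, was at least 62.7-fold below the implied satellite cell level. Each of these lists also passed against random lists matched on baseMean and intron length.

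Some genes, whose counts per line the paper does not report, had high counts in one line and few in the other. KMR46 had 3265 counts of *Ube2ql1* against 1 in KMR19, 2322 of the pluripotency factor gene *Sox2* against 23, 3712 of *Disp2* against 70, and 3510 and 2569 of the growth factor binding protein genes *Igfbp5* and *Igfbp3* against 73 and 50. KMR19 had 6386 counts of the X-inactivation transcript *Xist* against 7 in KMR46, 17806 of the imprinted transcript *H19* against 121, and 3992 and 1187 of the interferon-induced genes *Ifi44*, a miR-181a-5p target in Table 2, and *Usp18* against 24 and 11. Against the implied satellite cell level, 10 called genes were at least 2-fold higher in one line and at least 2-fold lower in the other, among them *Ube2ql1* (log2 fold change 5.98 for KMR46 and -5.38 for KMR19). This difference was not tested, as there is 1 library per line.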

How the results depend on the processing

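The alternatives that use protein-coding genes only, match on intron length, re-centre the log2 fold changes of single genes or leave out a line for the numbers of called genes were chosen after the data were seen. An adjusted p under 0.1 and no threshold gave no value, because the authors' deposited table holds called genes only. Leaving out a line gives a size and no test of single genes, and was read at 2-fold or more.

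The 5638 upregulated genes stayed within 1.5 times in every alternative run. Every alternative drew on the same called genes, and re-centring keeps each upregulated gene, so this is no test of the number. The 15276 downregulated genes fell to 6306 with a baseMean of at least 100 and to 9125 in protein-coding genes only. The 1405 genes more than 2-fold different between the lines were 13.2% of 10646 genes and became 2939 with at least 10 counts (21.4% of 13761) and 647 with at least 500 (8.79% of 7364), and 1259 to 1409 with TMM factors, size factors or the pseudocount.

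Among the pathways the paper names, the T-tubule list passed with a baseMean of at least 10 and in protein-coding genes only (8.33% upregulated in both), and the primary cilium list in protein-coding genes only (19.23%). The primary cilium share came to lie above that of other genes with re-centred log2 fold changes of at least 1 (44.0%) and without KMR46 (27.3%, and 18.4% without KMR19). The re-centred setting keeps every upregulated gene and drops only downregulated ones, so its 44.0% does not show a change of direction. The sarcolemma list lay below the others in protein-coding genes only (36.6%) and in its median (-1.47) against both kinds of matched lists. Matched on intron length, oxidative phosphorylation (median log2 fold change 2.30), cholesterol synthesis (1.99) and the motile cilium (-4.38) no longer passed. The cause of these changes was not tested. In the remaining alternatives, 133 values of the pathways, target sets and gene numbers kept their direction and their side of the threshold.

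No set of predicted targets passed in protein-coding genes only, at 39.6%, 39.6%, 40.2%, 46.2% and 39.4% upregulated for miR-181a-5p, miR-212-3p, miR-146b-5p, miR-132-5p and miR-181a-5p or miR-212-3p, because other protein-coding genes are upregulated more often than other called genes. Their medians of -1.20, -1.12, -1.16, -1.51 and -1.19, in the same order, lay below those of lists matched on baseMean, the opposite side to their shares, and did not pass. Against lists also matched on intron length, medians of -1.20, -1.12, -1.18, -1.51 and -1.18 lay above and did not pass. With a miRDB score of at least 80, miR-212-3p (33.6%) and miR-132-5p (66.7%) no longer passed. The miR-132-5p set also failed at an adjusted p under 0.01 (39.1%), a log2 fold change of at least 1 (41.7%), a baseMean of at least 10 (46.2%) and with either line left out (40.9% to 41.7%). The cause was not tested.

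Other lists changed sides as follows, and the cause was not tested. Against lists matched on baseMean, medians lay on the other side from the share for myogenic regulators (-2.95), neuronal genes (-4.08, the only one of these that passed), imprinted genes (-2.19), immune (-3.20), fibro-adipogenic (-2.71), Schwann cell (-3.67) and pericyte markers (-3.03). Matched also on intron length, this held for myogenic regulators (-2.95), neuronal genes (-4.08), imprinted genes (-0.20), fibro-adipogenic (-2.71) and pericyte markers (-3.03), ribosomal proteins (2.76) and nuclear-retained transcripts (3.19), none of which passed. The share of myogenic regulators, close to that of other genes, fell below it with a baseMean of at least 10 (27.3%), after re-centring (28.6%), without KMR19 (25%, and 28.6% without KMR46) and in protein-coding genes only (27.3%). So did that of neuronal genes without KMR46 (25%, and 34.8% without KMR19) and of pericyte markers at an adjusted p under 0.01 (27.3%), and the nuclear-retained share rose to 100.0% in protein-coding genes only, which leaves 1 gene.

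Of single genes, *Myo1d* turned to 0.40 after re-centring. *Ifi44* was at -0.76 without KMR19 and 6.93 without KMR46, *Gbp3* at -0.60 and 3.42, and *Ube2ql1* at 5.98 and -5.38, since 1 line carried each. Of the other values of single genes, lists and groups by intron length, 336 kept their side, 145 moved in size, 5 lost and 7 gained the threshold. Depth limits genes with few counts: 3 counts are 0.15 CPM in KMR46 and 0.19 CPM in KMR19.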

Differences from the paper's values

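The counts of upregulated and downregulated genes and of upregulated predicted targets equal the paper's, with no threshold stated in the paper and an adjusted p under 0.05 used here. The genes the paper names as upregulated or downregulated had the same direction in the authors' deposited table. That table holds the comparison the paper describes, so this is no separate check. With re-centred log2 fold changes, an alternative chosen after the values were seen, *Myo1d* had the other direction (0.40). The paper lists the sarcolemma among the downregulated pathways. In the list used here, 26 genes were downregulated and 15 upregulated, and the share upregulated, 36.6%, did not pass the test against other called genes (adjusted p = 0.240, Fisher's exact test). The paper places the cilium among the most downregulated pathways. Here the motile cilium list was downregulated in 62 of 67 called cases (adjusted p = 1.94e-04, same test), but did not pass against lists matched on baseMean and intron length, an alternative chosen after the values were seen (median log2 fold change -4.38 against -3.81, adjusted p = 0.220), whereas the primary cilium list, with 42 of 53, did not pass (adjusted p = 0.423), except in protein-coding genes only (adjusted p = 0.0145, and up to 1.00 over its alternatives), a background chosen after the values were seen. The lists were written for this work and are not the g:Profiler terms. The test here compares directions among called genes, 73.0% of which were downregulated, and holds no genes that were not called. A list that did not pass it can still be rich in downregulated genes. Such a list therefore does not speak against the pathways of the paper. *Oxa11* and *Oxa1*, given as targets of miR-181a in Table 2, matched no gene of the authors' deposited table.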

Other observations

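Beyond the pathways the paper discusses, Notch genes and imprinted genes went both ways. Of 26 Notch receptors, ligands and targets, 16 were downregulated, with *Notch3* and *Dtx4* at log2 fold changes of -6.28 and -5.56 in the authors' deposited table, and 5 were upregulated (adjusted p = 1.00, Fisher's exact test). Of 19 imprinted fetal growth genes, 9 were downregulated and 6 upregulated (adjusted p = 0.314), with *Peg10* at 334 ± 129 CPM (SD, n = 2 cell lines) and a log2 fold change of 6.22 in the authors' deposited table. Immediate early genes were upregulated in 22 of 23 called cases (adjusted p = 1.71e-11, same test), led by *Ier3*, *Ccn1* and *Ier5*. Against lists matched on baseMean and intron length they did not pass (adjusted p = 0.0574), the highest of their alternatives, which began at 3.34e-12. Myogenic regulators and early differentiation genes were downregulated in 16 and upregulated in 6 of 22 called cases (adjusted p = 1.00, Fisher's exact test), with *Eya4* at 10 counts in KMR46 and 7 in KMR19 and the acetylcholine receptor gene *Chrnd* upregulated at 24.7 ± 5.18 CPM (SD, n = 2 cell lines).

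Genes that the paper measured by qRT-PCR at baseline had the following levels in the untreated lines. *Acta2* had 97.7 ± 10.1 CPM, *Acta1* 3.55 ± 0.18 CPM, *Myf5* 12.8 ± 11.0 CPM, *Tnni1* 2.35 ± 2.08 CPM and *Tnni2* 0.86 ± 1.01 CPM (SD, n = 2 cell lines). *Myf6* (also *Mrf4*) had 0 counts in KMR46 and 1 in KMR19. *Acta1*, *Acta2*, *Tnni1*, *Tnni2*, *Myog* and *Myod1* are not among the authors' calls.

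Interferon-stimulated genes were higher in KMR19, in a list put together after *Ifi44*, *Usp18* and *Gbp3*, which it holds, were seen to be high there, so no test of it is given. Of 34 such genes with at least 100 counts in one of the lines, 33 were more than 2-fold higher in KMR19 and 0 in KMR46, and their median log2 ratio of KMR46 over KMR19 was -3.37. *Isg15* had 3475 counts in KMR19 against 305 in KMR46, *Stat1* 1041 against 114 and *Irf7* 2313 against 65. Cholesterol synthesis genes were higher in KMR46 (median log2 ratio 0.44, above 99.95% of 10000 random lists matched on mean expression) and ribosomal protein genes in KMR19 (-0.29, below all of them). These are differences between 2 libraries.

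Markers of other cell types were mostly downregulated, as were 73.0% of all called genes. Fibro-adipogenic and pericyte markers were upregulated more often than other called genes, at 37.5% and 42.9% against 26.9%. Pericyte and smooth muscle markers had the highest list medians, 1.47 CPM in KMR46 and 6.08 CPM in KMR19. Immune cell markers were downregulated in 23 and upregulated in 1 of 24 called cases (adjusted p = 0.0197, Fisher's exact test), with a median of 0.10 CPM in KMR46. This list did not pass at an adjusted p under 0.01 (adjusted p = 0.0672) or in its median, -3.20, against lists matched on baseMean (-3.51, adjusted p = 0.348) and also on intron length (-3.02, adjusted p = 0.761). Schwann cell markers were downregulated in 12 and upregulated in 2 cases (adjusted p = 0.433), erythroid markers in 8 and 0 (adjusted p = 0.193), fibro-adipogenic progenitor markers in 10 and 6 (adjusted p = 0.440), and pericyte and smooth muscle markers in 8 and 6 (adjusted p = 0.303, same test). *Alas2* and *Hbb-bs* of erythroid cells had 0 counts in both lines and were at least 179-fold and 51.2-fold below the implied satellite cell level.

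Lists that speak to library type and mapping were as follows. RNAs without a poly(A) tail were downregulated in 23 and upregulated in 3 of 26 called cases (adjusted p = 0.138, Fisher's exact test), with a median log2 fold change of -5.16 against -2.53 in lists matched on baseMean (adjusted p = 0.00113, and up to 0.243 over the alternatives), genes at 0 counts set at their bound. *Rmrp* had 3 counts in KMR46 and 0 in KMR19, and *Snord3a* 1 and 1. Nuclear-retained transcripts were downregulated in 12 and upregulated in 1 case (adjusted p = 0.291, Fisher's exact test), with a median log2 fold change of -4.46 against -0.75 in lists matched on baseMean (adjusted p = 0.0375), and *Malat1* had a log2 fold change of -6.93 (standard error 0.34, adjusted p = 1.39e-90 from DESeq2) in the authors' deposited table. Ribosomal protein genes were upregulated in 70 of 71 called cases (adjusted p = 1.67e-37, Fisher's exact test), but not more than lists matched on baseMean and intron length, with medians of 2.76 and 3.11 (adjusted p = 0.0751, the highest of their alternatives).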
